# Liver-derived cell lines from cavefish *Astyanax mexicanus* as an in vitro model for studying metabolic adaptation

**DOI:** 10.1038/s41598-022-14507-0

**Published:** 2022-06-16

**Authors:** Jaya Krishnan, Yan Wang, Olga Kenzior, Huzaifa Hassan, Luke Olsen, Dai Tsuchiya, Alexander Kenzior, Robert Peuß, Shaolei Xiong, Yongfu Wang, Chongbei Zhao, Nicolas Rohner

**Keywords:** Evolutionary genetics, Animal disease models

## Abstract

Cell lines have become an integral resource and tool for conducting biological experiments ever since the Hela cell line was first developed (Scherer et al. in J Exp Med 97:695–710, 1953). They not only allow detailed investigation of molecular pathways but are faster and more cost-effective than most in vivo approaches. The last decade saw many emerging model systems strengthening basic science research. However, lack of genetic and molecular tools in these newer systems pose many obstacles. *Astyanax mexicanus* is proving to be an interesting new model system for understanding metabolic adaptation. To further enhance the utility of this system, we developed liver-derived cell lines from both surface-dwelling and cave-dwelling morphotypes. In this study, we provide detailed methodology of the derivation process along with comprehensive biochemical and molecular characterization of the cell lines, which reflect key metabolic traits of cavefish adaptation. We anticipate these cell lines to become a useful resource for the *Astyanax* community as well as researchers investigating fish biology, comparative physiology, and metabolism.

## Introduction

*Astyanax mexicanus* has emerged as a powerful system to understand the genetic and physiological basis of metabolic adaptation to nutrient deprived habitats^2–10^. The species comes in two morphotypes—the surface fish that live in lush, nutrient-rich rivers and the blind cavefish that dwell in dark and nutrient-poor caves in the Sierra de El Abra of northeast Mexico. The cavefish survive the nutrient-deprived conditions by remodeling their metabolism, accumulating fat stores, and becoming hyperglycemic when food is available^8,10^. The liver plays an essential role in this process as a key organ for integration of fat and glucose metabolism and thereby, metabolic adaptation. Previous studies from our lab have shown that cavefish have fatty livers and show differential regulation of many key metabolic genes combined with massive differences in chromatin architecture that correlate with gene expression changes^4,8^. Cell cultures, from various tissues and embryos, from several organisms are now available including multiple cell lines from human, mouse, zebrafish, rainbow trout, Somalian cavefish etc.^11–15^. These in vitro systems have proven invaluable for many biochemical, toxicology and cell biology experiments. With the availability of gene editing technologies and high-throughput reporter assays enabling rapid and detailed characterization of genes and regulatory elements, there is a need to develop cell lines for *Astyanax mexicanus*. To this end, we have generated cell lines from surface fish livers (SFL) and Pachón cavefish livers (CFL).

The SFL and CFL are adherent cells, have epithelial cell-like morphology and can be easily grown and maintained in cell culture facility. In this study, we have characterized the cell lines for multiple parameters such as liver enzyme activity, karyotyping, and transcriptome. The cells simulate several features that are seen in the fish liver physiology and thus are set to become a useful in vitro model to study the genetic and molecular underpinnings of metabolic adaptation of *Astyanax mexicanus*.

## Methods

The study was carried out in compliance with the ARRIVE guidelines (https://arriveguidelines.org)^16^.

### *Astyanax* husbandry and euthanasia

*Astyanax* are housed in polycarbonate or glass fish tanks on racks (Pentair, Apopka, FL) with a 14:10 h light:dark photoperiod. Each rack uses an independent recirculating aquaculture system with mechanical, chemical, and biologic filtration, and UV disinfection. Water quality parameters are maintained within safe limits (upper limit of total ammonia nitrogen range 1 mg/L; upper limit of nitrite range 0.5 mg/L; upper limit of nitrate range 60 mg/L; temperature set-point of 22 °C; pH 7.65, specific conductance 800 μS/cm; dissolved oxygen > 90%. Water changes range from 20 to 30% daily (supplemented with Instant Ocean Sea Salt [Blacksburg, VA]). Adult fish are fed three times a day during breeding weeks and once per day during non-breeding weeks on a diet of Mysis shrimp (Hikari Sales USA, Inc., Hayward, CA) and Gemma 800 (Skretting USA, Tooele, UT). *Astyanax* husbandry and euthanasia [via Tricaine Methanesulfonate (MS222)] was approved by the Institutional Animal Care and Use Committee (IACUC) of the Stowers Institute for Medical Research on protocols 2021-122 and 2021‐129. All methods were performed in accordance with the approved guidelines and regulations. The aquatic cavefish program meets all federal regulations and has been fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International since 2005.

### Media composition

The complete media (ZFL-c) composition was adopted from the media used for a zebrafish liver cell line with minor changes^17^, consisting of 45% Leibovitz's L-15, 30% Dulbecco's modified Eagle's and 15% Ham’s F12, 15 mM Hepes–NaOH, 0.01 mg/ml bovine insulin, 50 ng/ml mouse epidermal growth factor, 5% heat-inactivated fetal bovine serum, 0.5% Trout serum and 1% embryo extract. The embryo extract was used for the initial ~ 10–15 passages until the cell lines stabilized. Extracts from 3 dpf (days post fertilization; developmental stage (gestation period): between pectoral fin and jaw formation stage^18^) surface fish was used for SFL and 3 dpf Pachón fish for CFL. Embryo extract was made as follows: 3 dpf embryos were collected (minimum 200 embryos) and rinsed with Ringer’s solution. The embryos were then homogenized in Leibovitz's L-15 media supplemented with 2 × Penicillin–Streptomycin (PS) (Thermo Fisher #10378016) (1 ml media per 200 embryos) using the tight pestle of a Dounce homogenizer. The extract was centrifuged to remove the debris and the supernatant collected and frozen in 1 ml aliquots at − 20 °C.

### Liver tissue preparation and primary cell derivation

The cell line derivation was done from livers of ~ 150 days old fish. While the surface fish were not pre-conditioned before dissection, we starved Pachón fish for 1 week prior to liver dissection. As cavefish livers store more fat than the surface fish livers, we believe the starvation reduced the fat content in the livers which helped in the overall survival of the cells in vitro. The fish were euthanized in MS-222 and livers were dissected. The tissues, each weighing around 20 mg, were then quickly rinsed once in 70% alcohol, and washed multiple times with phosphate buffered saline (PBS) supplemented with 500 μg/ml of Penicillin–Streptomycin cocktail (final concentration of 5 ×). Each well of a 6-well plate contained 1–2 livers. The tissue was minced with a scalpel and trypsinized at room temperature (RT) for 5 min. Tissue was further disintegrated by pipetting up and down about 20 times with a 1 ml pipette tip during the incubation. The dissociated cells were then transferred to 15 ml conical tubes. Cells from one well were split to 2 × 15 ml tubes and pelleted at RT at 1000 rpm for 4 min. The cells were resuspended in 1 ml of ZFL-c + 1 × PS + 5% embryonic extract. 1 ml of cell suspension was seeded in one well of 48-well plate (gelled with 0.1% Gelatin at RT for 0.5 h) (Note: Cells from one liver (~ 20 mg) can be seeded to 2 wells of 48-well plate, approximately).

### Cell line establishment

We replaced half of the culture media in each well with fresh media after 24 h. The media was changed every 2 days (we replaced only half of the old media to provide 50% conditioned media to the cells). Cells were passaged in a 1:2 ratio every week. Once the cells reached the T-25 flask, 1–2 × 10^6^ cells were frozen for back up (Note: massive cell death is observed initially but a significant number of cells will attach and eventually grow). To obtain homogeneous cell populations, cell cloning by serial dilution method was performed according to the standard protocol from Corning (https://www.corning.com/catalog/cls/documents/protocols/Single_cell_cloning_protocol.pdf). In brief, the heterogeneous cells were serially diluted in 96-well plates and single cell colonies were picked once they became large and conspicuous. The SFLs were at passage #37 and the CFLs at #33 when the serial dilutions were performed. Once the clones reached 6-well plates, clones that had similar and homogeneous morphology between SFL and CFL were chosen for further characterization.

### Preparation of metaphase spreads and chromosome counting

The cells were seeded in T-25 flasks to a density of 1 × 10^6^ the day before chromosome preparation. On the next morning, 0.25% final concentration of colchicine was added to the cells and incubated for 2 h. The cells were collected and washed in PBS, centrifuged at 300×*g* for 3 min at RT. Hypotonic solution (0.075 M KCl) was applied to the cell pellet, incubated for 15 min at RT, and centrifuged at 188×*g* for 3 min at RT. Freshly prepared ice-cold fixative (75% Methanol, 25% glacial acetic acid) was added to the cell pellet, and the tube was kept on ice for 10 min. The suspension was centrifuged at 188×*g* for 5 min at 4 °C, and the pellet was resuspended in cold fixative. After 10 min incubation on ice, the suspension was centrifuged, resuspended in cold fixative one more time, and stored at − 20 °C until use. For the preparation of metaphase spreads, the cell suspension was dropped on a slide, and the slide was dried on a heat block at 75 °C for 3 min. Slides were stained with DAPI (10 μg/ml) for 10 min, and Prolong gold was applied as a mounting media. For chromosome counting, at least 88 metaphase spreads were analyzed using Zeiss Axio Vert 200M fluorescence microscope (Carl Zeiss, Jena, Germany) equipped with a 63 × N.A. 1.4 oil-immersion objective (Carl Zeiss, Jena, Germany). Image analysis and processing were performed using ImageJ software.

### Genotyping

A PCR-based assay was used to determine the sex of the CFL cells according to published protocol^19^. Primer P5 and P6 were used. P5: TTTCTGACTGTTGGCCACCA. P6: CACCTCACAGAACGACCTCC. Genomic DNA from tissues of male and female Pachón fish were taken as controls.

### Seahorse assay

We followed the procedure described in the Seahorse Glycolysis Stress Test kit. In brief, 30,000 cells were seeded in each well of a 96-well plate one day prior to the day of experiment. Each cell line had 40 replicates on the same plate. On the day of experiment, the plate was placed in the BioTek Cytation system for brightfield imaging to count cells for normalization of the results. The plate was next transferred to the microplate stage of a Seahorse XFe96 flux analyzer (Seahorse). The initial extracellular acidification rate (ECAR) measurements were taken in the absence of glucose using a 3-min mix and 3-min read cycling protocol. Three separate readings were taken to ensure stability. Next, glucose was added to each well to a concentration of 10 mM, and three separate ECAR readings were taken. This was followed by an injection of oligomycin and Hoechst 33342. The final concentration of oligomycin in each well was 2 μM, and three separate ECAR readings were taken. Next, 2-deoxyglucose was injected to a final concentration of 25 mM in each well, and three separate ECAR readings were taken. XFe data normalization was performed by in situ nuclear staining and in situ cell counting using the imaging and normalization system (BioTek Cytation). The observations were derived from an experiment comprising of 40 technical replicates for each cell line.

### ALT assay

Cells were grown to 80% confluency and 1 × 10^6^ cells were collected as pellets in duplicates for the assay. Colorimetric assay to measure alanine aminotransferase activity in the cell lines was performed using the ALT activity assay kit from Sigma (MAK052-1KT) according to the manufacturer’s instructions. Zebrafish Liver cell line was used as positive control.

### Antibiotic kill curve

We plated cells at 90% per well of a 12-well plate. We kept 1 well in maintenance media as control. We set the remaining wells in chosen selection concentrations and ensured that the cells are from a healthy, routinely sub-cultured stock. We observed the culture daily and changed media with corresponding antibiotic concentrations. We determined which concentration to use by observation and chose the concentration 100 μg/ml of G418 above the concentration that has 100% cell death.

### RNA-seq

RNA was extracted from adult liver and muscle tissues using Qiagen RNeasy kit according to manufacturer’s instructions. Libraries were generated from 250 ng of high-quality total RNA, as assessed using the Bioanalyzer (Agilent). Libraries were made according to the manufacturer’s directions using the TruSeq Stranded mRNA Library Prep kit (48 Samples) (Illumina, Cat. No. 20020594), and TruSeq RNA Single Indexes Sets A and B (Illumina Cat. No. 20020492 and 20020493). Resulting short fragment libraries were checked for quality and quantity using the Bioanalyzer (Agilent) and Qubit Fluorometer (Life Technologies). Libraries were pooled, quantified, and sequenced as 75 bp single reads on a high-output flow cell using the Illumina NextSeq 500 instrument. Following sequencing, Illumina Primary Analysis version RTA 2.4.11 and bcl2fastq2 v2.20 were run to demultiplex reads for all libraries and generate FASTQ files.

Alignment and differential expression: RNA-seq reads were aligned to *Astyanax mexicanus* reference genome from University of California at Santa Cruz using STAR version 2.7.3 with gene model retrieved from Ensembl, release 102 to generate gene read counts. The transcript abundance ‘TPM’ (Transcript per Million) was quantified using RSEM version 1.3. Differentially expressed genes were determined using R package edgeR version 3.30.3 after filtering low expressed genes with a CPM (Counts Per Million) of 0.2 in at least one library. The resulting p-values were adjusted with Benjamini–Hochberg method using R function p.adjust. Genes with an adjusted p-value < 0.05 and a fold change of 2 were termed as differentially expressed.

Functional enrichment or gene ontology (GO) analysis: Gene functional enrichment analysis was performed on the differentially expressed genes identified in edgeR. A custom wrapper around R package ‘clusterProfiler’ with gene-GO terms retrieved from Ensembl BioMart was used to identify over-represented GO terms in the differentially expressed genes compared with the background list of all genes.

### Heatmap

To construct the liver cell line marker genes, we performed differential expression analysis between liver tissue and skeletal muscle samples using edgeR. Low expressed genes with CPM < 10 in at least one library were filtered prior to differential testing. The resulting p-values were adjusted with Benjamini–Hochberg method using R function p.adjust. Genes with an adjusted p-value < 0.01 and a fold change of 20 were termed as differentially expressed. The upregulated genes in liver tissue were compared to liver cell line data and the top 100 most expressed genes in liver cell line were selected. Heatmap of genes expressed in both liver tissue and liver cell lines but not in muscle was generated using R package pheatmap.

### Statistical analysis

For all the results plotted as graphs (Figs. 1, 3, 4), we performed statistical analysis using Student’s *t* test. Statistical analysis for RNA-seq data was performed using the R package edgeR.

**Figure 1:**
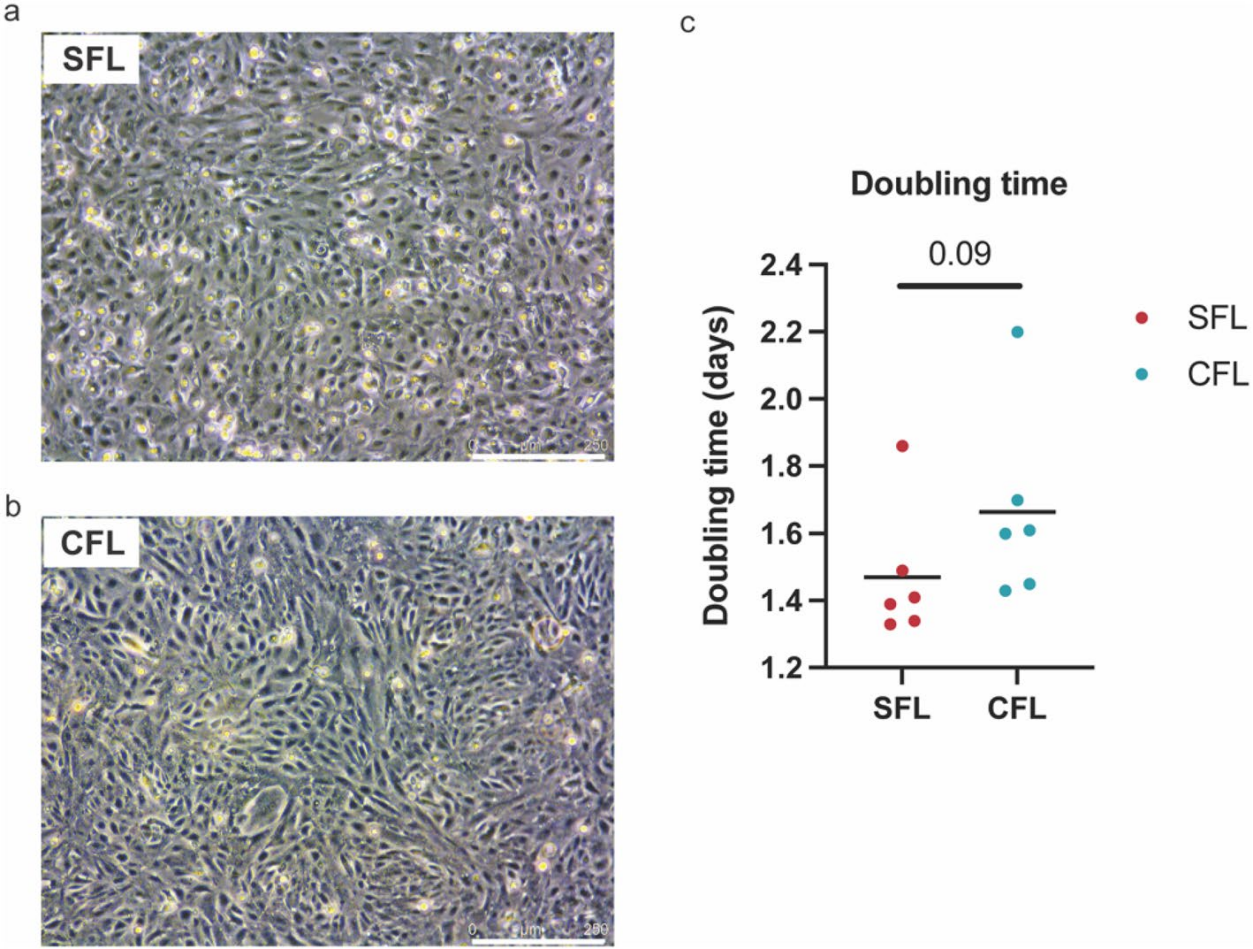
Brightfield images of SFL (**a**) and CFL (**b**). The scale denotes 250 μM. (**c**) Graph showing the calculated doubling time for the two cell lines. p-value was calculated using two-tailed Student’s *t* test.

## Results

We derived cell lines from surface fish and Pachón cavefish livers using dissected livers from 5-month-old fish. The initial set of derived cell population was very heterogeneous, and we performed serial dilutions to isolate clonal cell populations. From the primary derivation, the cell lines have now been in culture for > 60 passages. The clonal populations were derived at passage #37 for SFL and #33 for CFL. The cells have an epithelial cell-like morphology and adhere to the culture plate surface (Fig. 1a,b). They are easy to maintain in a media containing DMEM, L-15, Ham’s F-12, trout, and fetal bovine serums, supplemented with insulin and epidermal growth factor and are passaged every week. Initial passages required supplementing the media with 5% *Astyanax* embryo extract (see “Methods” for details), however, once cultures became stable (passage 17 for SFL and passage 12 for CFL) the embryo extract was removed without affecting cell survival. All other components were found to be indispensable for cell survival. For routine passaging, the cells were trypsinized with TrypLE express (Thermo Fischer) for 3–4 min and pelleted by centrifugation at 130*g*, washed with PBS and seeded in desired density. We observed the growth curve for the two cell lines and calculated their doubling times using standard formula (Roth V. 2006 Doubling Time Computing, Available from: http://www.doubling-time.com/compute.php). Both the cell lines had a comparable doubling time with SFL dividing ~ 13% faster than CFL on average.

### Karyotyping

Metaphase chromosome spreads were made for karyotyping the cell lines (Fig. 2a,b). We observed a modal chromosome number of 50 (haploid chromosome number n = 25) for the SFL which was equal to the physiological chromosome count as revealed by genome sequencing^20^. The CFL cell line was hyperdiploid with a modal chromosome count of 58 (haploid chromosome number n = 29) (Fig. 2c). A recent study showed that Pachón males have B chromosomes^19^ and we suspected that some of these extra chromosomes could be B chromosomes. B chromosomes are supernumerary and non-essential chromosomes with non-Mendelian inheritance found in many plant and animal species. They are mainly non-coding and heterochromatic, but some contain coding genes as well. In *Astyanax mexicanus*, B chromosomes containing the *gdf6b* gene have been found to be strongly male predominant^19^. As the fish used to derive the cell lines were sub-adults, we were unable to determine the sex of those fish at time of dissection. To test if the CFL are of male origin and contain B chromosomes, we performed a PCR based assay as described in^19^ (Fig. 2d). We detected the presence of B chromosomes in the CFL suggesting that the fish used to derive the CFL was indeed a male (Fig. 2d, Supplementary Fig. 3). We were unable to test the sex of the SFL due to the lack of a similar assay for surface fish.

**Figure 2:**
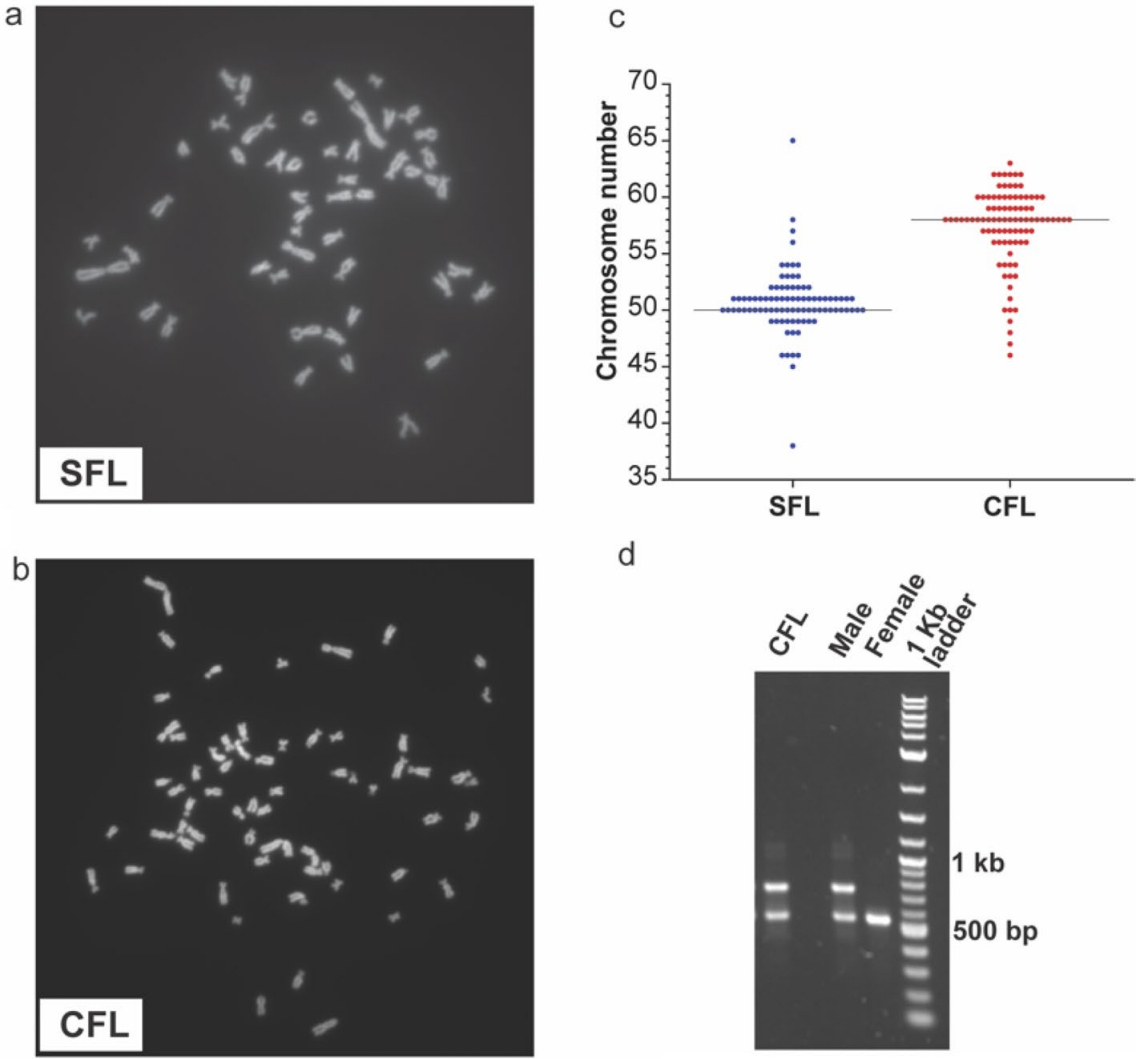
(**a**) Representative chromosome spread for SFL. (**b**) Representative chromosome spread for CFL. (**c**) The graph shows the chromosome counting for 88 and 92 spreads respectively for SFL and CFL. (**d**) Gel picture showing products obtained from PCR on genomic DNA using primers to determine sex in Pachón cavefish. Presence of the higher molecular weight band indicates the presence of a B chromosome, and the sex is determined as male.

### SFL and CFL express liver-specific enzymes

Liver tissue is characterized by the production of liver-specific enzymes such as alanine aminotransferase (ALT) and aspartate aminotransferase. To test for liver-specific activity levels in these cell lines, we performed ALT assay and used a zebrafish liver cell line (ZFL) as control (see Supplementary Fig. 1 for standard curves). We observed ALT activity in both the cell lines (Table 1).

**Table 1:** The table shows the ALT activity levels of the cell lines.

Cell line	Activity (milliunits/ml)
SFL	3.940
CFL	1.577
ZFL	0.882

### CFL have increased glycolysis

Previous studies have shown drastic metabolic differences in the metabolism of surface fish and cavefish^4,5,21^. Most of the differences that have been documented affect glucose and fat metabolism pathways. For example, it has been shown that surface fish have increased fat catabolism while cavefish have increased fat anabolism^4,21^. Furthermore, metabolomic analysis of liver tissues show that cavefish have increased glycolysis as compared to surface fish^5^. To test if the energy metabolism of the corresponding cell lines shows similar differences between the morphotypes, we performed two rounds of glycolytic stress test using the Seahorse Analyzer according to the manufacturer’s instruction and published protocols^22^ (Fig. 3). The analyzer measures the Extracellular Acidification Rate (ECAR) which is the rate of decrease in pH in the assay media and provides the rate of glycolysis. It also provides the Oxygen Consumption Rate (OCR), which is the rate of decrease of oxygen concentration in the assay media and gives a measure of the rate of mitochondrial respiration of the cells. To better understand glycolysis, we focused on the ECAR data per the manufacturer’s instructions (Fig. 3a). We observed an increased basal level of glycolysis in CFL at the beginning of the experiment. The difference continued even after the addition of glucose, indicating the ability of CFL to perform increased glycolysis (Fig. 3a). Upon addition of oligomycin, a chemical that inhibits aerobic respiration causing the cells to rely on glycolysis for energy, the cavefish cells showed a higher acidification rate indicating their ability for increased glycolysis (Fig. 3a). The OCR measurements revealed a slightly lower mitochondrial respiration for CFL than for SFL (Fig. 3b). Thus, in combination (Fig. 3c) this data shows higher glycolysis in CFL with a slightly lower level of oxygen consumption. In effect, the CFL rely more on oxygen independent methods of energy production as compared to the SFL which is in line with our previous observations using liver tissue metabolomics^5^. The results underscore the utility of these cell lines for future metabolic characterization in an in vitro system.

**Figure 3:**
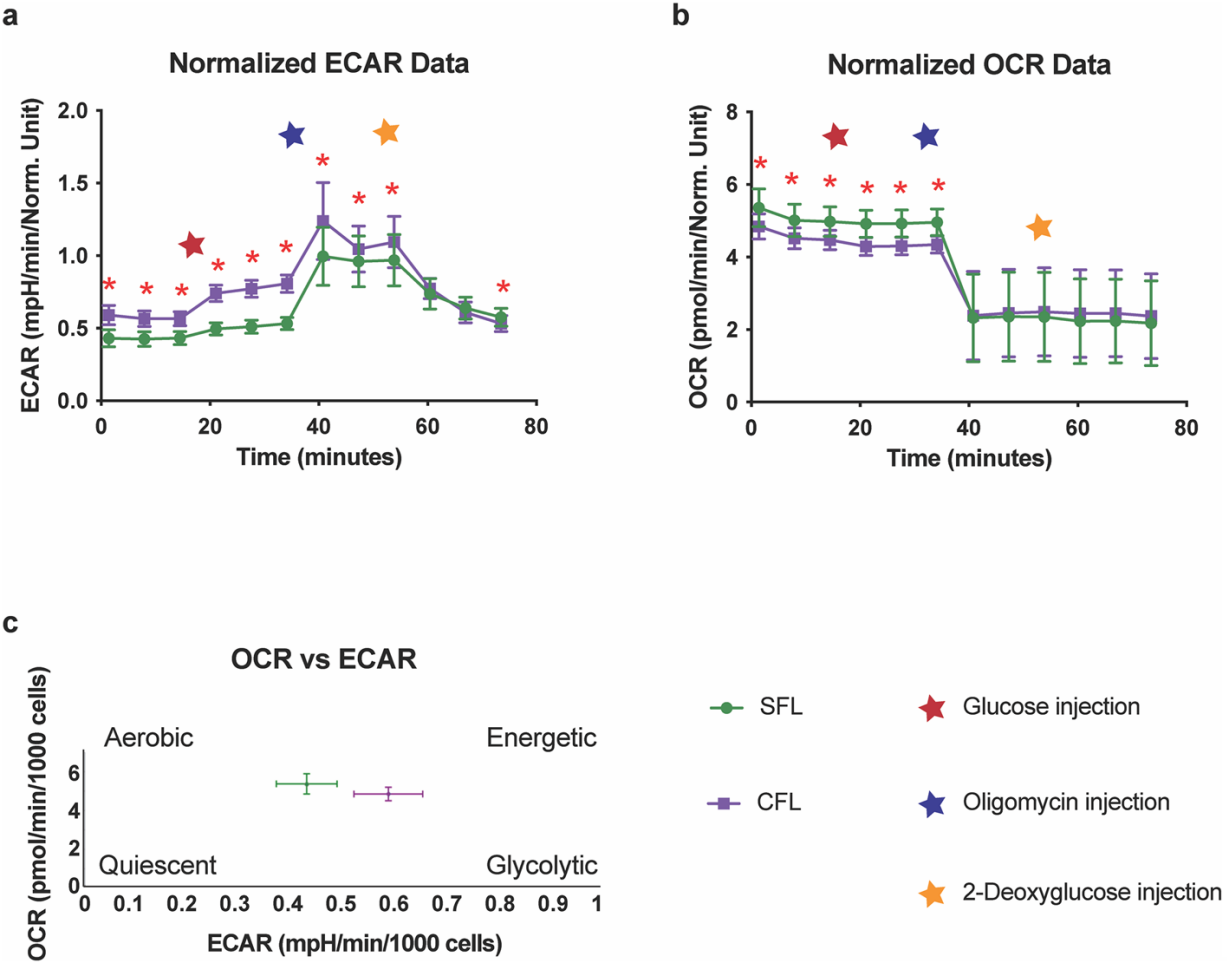
The figure shows results from the Seahorse assay. (**a**) Extracellular acidification rate (ECAR) for SFL and CFL. (**b**) Oxygen consumption rate (OCR) for SFL and CFL. (**c**) OCR vs ECAR graph reflecting increased glycolysis for CFL. * indicates p-value < 0.001 as calculated using a two-tailed Student’s *t* test.

### Transcriptome analysis shows increased lipid catabolism in SFL

Next, to characterize the gene expression in the cell lines, we analyzed their transcriptomes using bulk-RNA-seq. 

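Bulk RNA-seq was done on 3 libraries of SFL, the line from surface fish liver, and 3 of CFL, the line from Pachón cavefish liver. SFL replicate 1 was taken at passage 45 and SFL replicates 2 and 3 at passage 46. CFL replicate 1 was taken at passage 50 and CFL replicates 2 and 3 at passage 51. The paper describes the lines as clonal populations, so the 3 libraries of a line were taken as repeated cultures of 1 clone and not separate fish. Neither the paper nor the sample labels name the clone of a library. The authors aligned the reads with STAR to a UCSC genome with Ensembl gene models and gave the abundance of each gene as TPM (transcript abundance scaled to a total of 1000000 per library) from RSEM. TPM is also divided by transcript length, so the depth of the libraries is unknown and no counting error can be given for a value. Between 13254 and 13721 genes had at least 1 TPM in a library. The 10 highest genes took 12.9% to 13.6% of all TPM in the CFL libraries and 9.5% to 11.6% in the SFL libraries. From these values, log2(TPM + 1) was compared between the lines with limma (lmFit, and eBayes with an intensity trend) for the 18489 genes with at least 0.2 TPM in at least 1 library. A gene was called differentially expressed at an adjusted p of 0.05 (Benjamini-Hochberg) and a fold change of 2, the thresholds of the paper. All log2 fold changes are SFL over CFL on the log2(TPM + 1) scale, which understates the change of genes with low TPM. For a single gene, 3 libraries against 3 cannot give a two-sided exact permutation p below 0.1, so the p-values of genes rest on limma's model across all genes.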

All the samples yielded quality reads with the 3 replicates highly correlated and clustered together (Supplementary Fig. 2a). 

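Spearman's rho was computed across all genes of the TPM table for each of the 15 pairs of libraries. Genes are not independent replicates, so rho describes the libraries and was not tested. Pairs of CFL libraries had rho from 0.960 to 0.971, and pairs of SFL libraries had rho from 0.946 to 0.961. The 9 pairs of an SFL and a CFL library had rho from 0.871 to 0.888. The lowest rho within a line was therefore above the highest rho between the lines. The choice of genes moved these values most. Over the genes with at least 1 TPM in at least 3 libraries, the lowest rho within a line was 0.902 and the highest between the lines was 0.779.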

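Glutamic-pyruvic transaminase is the gene name of ALT, and the TPM table lists gpt2 (ENSAMXG00000021364) and gpt2l (ENSAMXG00000038056) under symbols that begin with gpt. gpt2 was at 22.5 ± 0.96 TPM (SD, n = 3) in CFL and 19.1 ± 9.37 TPM (SD, n = 3) in SFL. The difference was smaller than the spread between the SFL libraries, which were at 25.2, 23.9 and 8.34 TPM, with a log2 fold change of -0.36 (SE 0.40, adjusted p = 0.505 from limma, and 0.493 with the replicate number as a block). gpt2l was near the detection level of 1 TPM, at 1.48 ± 0.182 TPM (SD, n = 3) in CFL and 0.83 ± 0.718 TPM (SD, n = 3) in SFL. The log2 fold change of gpt2l was -0.50 (SE 0.27, adjusted p = 0.189 from limma, and 0.21 with the block). How the authors' estimate divided reads shared by these genes is not known. With each library left out in turn, the log2 fold change of gpt2 went from -0.62 to 0.12, and that of gpt2l passed the threshold for adjusted p only without SFL replicate 2 (limma, adjusted p = 0.0202).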

We observed expression of ALT (*gpt*, *gpt2l*) genes (Supplementary Fig. 2b) that supported the enzyme colorimetric assays (Table 1), as well as several other important liver metabolism genes in both cell lines. These genes include lipid metabolism genes such as apolipoproteins, *stearoyl-coA desaturase* (*scdb*) and fatty acid desaturase (*fads2*) and master regulator genes such as *peroxisome proliferator-activated receptor* (*pparγ*) and *peroxisome proliferator-activated receptor gamma coactivator 1a* (*pgc1a* or *ppargc1a*) (Fig. 4a). 

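Of 19 apolipoprotein genes in the TPM table, 4 had at least 1 TPM in all 6 libraries (apoeb, apoc1, apoc2 and apol1). apoeb (ENSAMXG00000038593) was at 138, 120 and 2307 TPM in CFL replicates 1, 2 and 3, and at 1891, 519 and 1383 TPM in SFL replicates 1, 2 and 3. Its log2 fold change of 1.71 (SE 1.16, adjusted p = 0.285 from limma, 0.179 with the replicate block) was within the spread of the CFL libraries, and without CFL replicate 3 it was 3.10 (limma, adjusted p = 0.0152). apoc2 (ENSAMXG00000034641) was also highest in CFL replicate 3, at 3.83, 1.84 and 88.4 TPM in CFL and 450, 196 and 152 TPM in SFL. For apoc2 the log2 fold change was 4.48 (SE 1.25, adjusted p = 0.0324 from limma, 0.0418 with the block), and it passed the threshold in 8 of 16 alternative settings. scdb (ENSAMXG00000039819) was higher in CFL, at 487 ± 127 TPM (SD, n = 3) against 194 ± 62.0 TPM in SFL, with a log2 fold change of -1.33 (SE 0.29, adjusted p = 0.0135 from limma, 0.0354 with the block). Without CFL replicate 2 its limma adjusted p was 0.0536. PPARG (ENSAMXG00000043041) was at 46.5 ± 19.9 TPM (SD, n = 3) in CFL and 67.5 ± 10.2 TPM in SFL, a difference within the spread of the libraries (log2 fold change 0.60, SE 0.30, adjusted p = 0.167 from limma, 0.112 with the block). Without CFL replicate 3 it was 0.92 (limma, adjusted p = 0.0298). ppargc1a (ENSAMXG00000002461) stayed below 1 TPM in every library, at 0.27 ± 0.101 TPM (SD, n = 3) in CFL and 0.117 ± 0.0757 TPM in SFL. ppargc1b (ENSAMXG00000010665), the gene plotted in Fig. 4a, was at 22.2 ± 2.68 TPM (SD, n = 3) in CFL and 8.98 ± 3.77 TPM in SFL (log2 fold change -1.29, SE 0.33, adjusted p = 0.0224 from limma, 0.0239 with the block). It passed the threshold in 12 of 16 alternative settings.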

The expression of these genes is essential for lipid metabolism; *scdb* and *fads2* break down fat indicating active lipid metabolism in the cell lines^23^. 

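fads2 (ENSAMXG00000015974) was at 12.7, 33.9 and 24.0 TPM in CFL replicates 1, 2 and 3 and at 608, 281 and 284 TPM in SFL replicates 1, 2 and 3. The mean was 23.5 ± 10.6 TPM (SD, n = 3) in CFL and 391 ± 188 TPM (SD, n = 3) in SFL, so the lowest SFL library lay above the highest CFL library. The log2 fold change was 4.00 (SE 0.44, adjusted p = 0.000911 from limma, 0.00569 with the replicate number as a block). With each library left out in turn it stayed between 3.63 and 4.30, and adjusted p was under the threshold in each of these 6 fits.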

Interestingly, the fat catabolizing gene *fads2* was upregulated in SFL. This is in line with the observed physiology of the fish wherein surface fish have less fat and undergo more catabolic processes while cavefish are obese with increased anabolic processes^4,10,21^. To broadly study the categories of genes that are differentially regulated between the two cell lines, we performed differential gene expression analysis. We observed 2472 downregulated genes and 2791 upregulated genes in SFL as compared to CFL. 

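With limma on log2(TPM + 1), 2168 of the 18489 tested genes were higher in SFL and 1642 were higher in CFL, at the thresholds given above. In 3805 of the 3810 genes called, the values of the SFL and CFL libraries did not overlap. They did not overlap in 9790 of all tested genes, where chance gives 10% for 3 libraries against 3. The median log2 fold change was 0.07 over the tested genes, and its size was 1.64 over the genes called. Passages were the only link between same-numbered libraries (an earlier passage for replicate 1 of each line), and the deviations of same-numbered libraries from the means of their lines had a correlation of -0.094 across genes. With the replicate number as a block, 2122 genes were higher in SFL and 1634 in CFL, and 3665 of the 3810 genes were called again. The fold threshold moved the counts most. Tested against a fold change of 2 (treat), 638 genes were higher in SFL and 538 in CFL, and with no fold threshold 3610 were higher in SFL and 2808 in CFL. With a pseudocount of 0.1 in place of 1, 3187 genes were higher in SFL and 2492 in CFL.

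**Figure D1:**
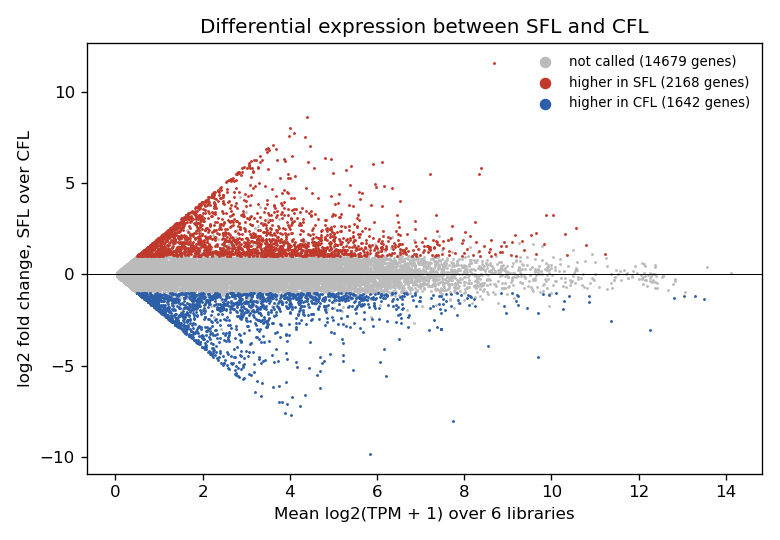
Each point is 1 of the 18489 tested genes, with its mean log2(TPM + 1) over the 6 libraries on the horizontal axis and its log2 fold change, SFL over CFL, on the vertical axis. The 2168 genes higher in SFL are in red, the 1642 higher in CFL in blue and the genes not called in grey, and fold changes of genes with low TPM are bounded by the pseudocount.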

While genes upregulated in CFL were not enriched for any metabolism GO term, the genes upregulated in SFL were enriched for GO terms ‘lipid metabolic process’, ‘lipid catabolic process’ and several immune system related GO terms such as ‘complement activation’ and ‘activation of immune response’ (Fig. 4b,c). 

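The gene-to-GO assignments of the paper are not used here, so the terms were not tested again. In their place, lists of gene symbols for lipid catabolism and for complement and coagulation were compared with the 14147 tested genes that have a symbol, with a two-sided Fisher's exact test. Of 61 tested lipid catabolism genes, 25 (41.0%) were higher in SFL, against 11.3% of the other genes (Fisher's exact test, p = 3.34e-09, and 3.34e-08 after Benjamini-Hochberg adjustment over 10 lists). Only 2 of the 61 were higher in CFL, against 7.8% of the other genes (Fisher's exact test, p = 0.329). With the replicate block, 24 lipid catabolism genes were higher in SFL (Fisher's exact test, p = 1.07e-08). The camera test of limma, which allows for correlation between genes, gave p = 2.89e-06 for a shift of the list towards SFL. Of 24 tested complement and coagulation genes, 6 (25.0%) were higher in SFL, against 11.4% of the other genes (Fisher's exact test, p = 0.0485, and 0.097 after adjustment over the 10 lists), and 2 were higher in CFL. The same number, 6, was higher in SFL with the block (Fisher's exact test, p = 0.0435), and the camera test gave p = 0.00383. The count for this list depended on the treatment of low TPM, with 5 genes (Fisher's exact test, p = 0.393) without the filter on TPM, and 12 genes (p = 0.000114) with a pseudocount of 0.1. Genes are not independent replicates, so these p-values describe the lists in these 6 libraries. The lists also hold genes that the paper names as higher in SFL in the same libraries. These are c3b.2 for complement, and lipeb, cpt1aa and pld1b for lipid catabolism. The list tests are therefore not independent of the paper's result, and such a gene weighs more among 6 called genes than among 25.

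**Figure D2:**
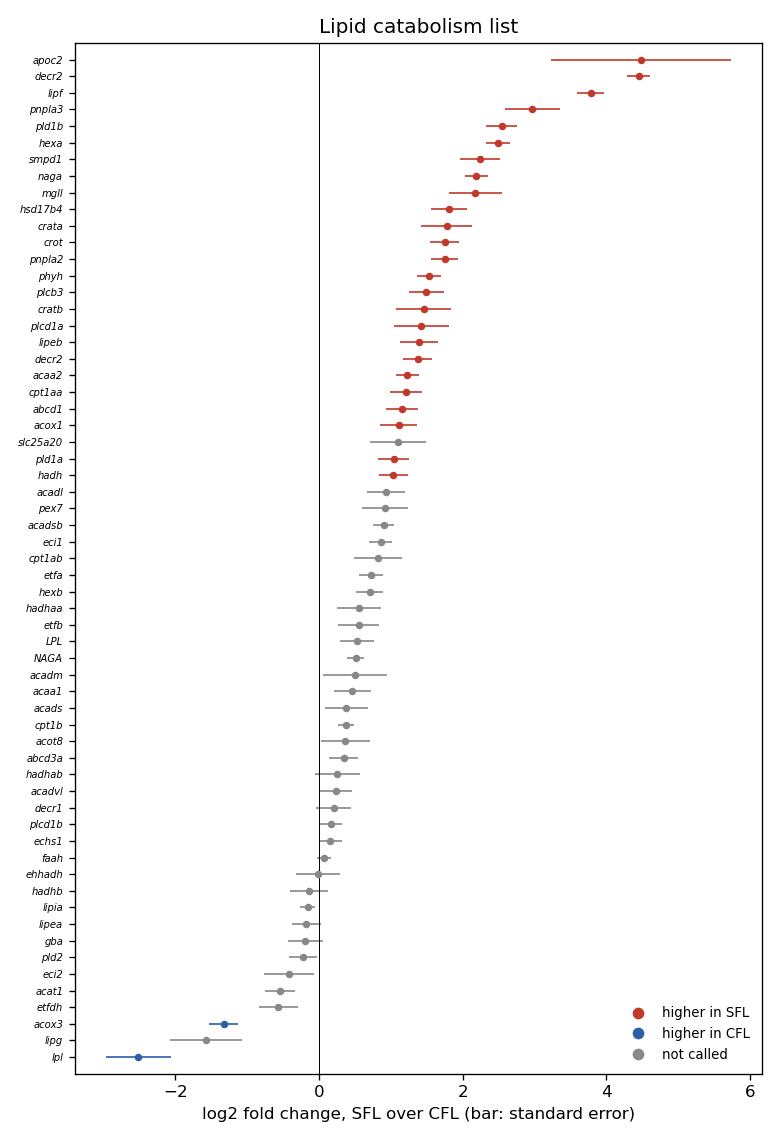
Each point is 1 of the 61 tested lipid catabolism genes, and the horizontal axis is its log2 fold change, SFL over CFL, with its standard error as a bar. The 25 genes higher in SFL are in red, the 2 higher in CFL (acox3 and lpl) in blue and the genes not called in grey.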

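lipeb (ENSAMXG00000015332) was at 5.73 ± 1.5 TPM (SD, n = 3) in CFL and 16.7 ± 4.32 TPM (SD, n = 3) in SFL, with a log2 fold change of 1.39 (SE 0.26, limma adjusted p = 0.00776). cpt1aa (ENSAMXG00000007601) was at 8.01 ± 1.96 TPM in CFL and 19.5 ± 2.56 TPM in SFL (log2 fold change 1.21, SE 0.22, limma adjusted p = 0.00731). pld1b (ENSAMXG00000003737) was below 1 TPM in every CFL library (0.757 ± 0.0635 TPM) and at 9.40 ± 2.46 TPM in SFL (log2 fold change 2.54, SE 0.22, limma adjusted p = 0.000337). Of the genes of the immune terms, c3b.2 (ENSAMXG00000013586) had 0.04, 0.08 and 0.01 TPM in the CFL libraries and 3.37, 3.07 and 5.36 TPM in the SFL libraries. Its log2 fold change was 2.21 (SE 0.20, limma adjusted p = 0.000394) and rose to 4.80 with a pseudocount of 0.1, since its CFL values lie far below the pseudocount of 1. Other c3 genes are in the table and reads of near-identical copies are hard to assign, so its level is uncertain. gpr1 (ENSAMXG00000025165) was at 11.3 ± 3.07 TPM in CFL and 69.7 ± 16.2 TPM in SFL (log2 fold change 2.52, SE 0.26, limma adjusted p = 0.000676), and tespa1 (ENSAMXG00000016692) at 1.39 ± 0.346 TPM in CFL and 8.63 ± 0.684 TPM in SFL (log2 fold change 2.02, SE 0.19, limma adjusted p = 0.000485). For all 6 genes the lowest SFL library lay above the highest CFL library. With the replicate block, their limma adjusted p lay between 0.00196 for gpr1 and 0.028 for cpt1aa. With the later passages alone, lipeb (limma adjusted p = 0.0749) and cpt1aa (0.0599) were no longer under the threshold, and the fold change of cpt1aa fell under 2.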

For instance, genes under the ‘lipid catabolic process’ such as *lipase εb* (*lipeb*), *carnitine palmitoyltransferase 1a *(*cpt1aa*), *phospholipase D1* (*pld1b*) and genes comprising GO terms related to immune system such as *complement component c3b* (*c3b.2*), *G protein-coupled receptor 1* (*gpr1*), and *thymocyte expressed, positive selection associated 1* (*tespa1*) are all upregulated in SFL as compared to CFL (Fig. 4d,e). *cpt1aa* is involved in fatty acid oxidation, *lipeb* breaks down triglycerides and *pld1* feeds into the mTOR pathway to regulate fat levels^24–26^. Further, *c3b* is involved in apoptosis and phagocytosis, *gpr1* influences glucose levels and *tespa1* is required for B-cell activation^27–29^. These results reflect the biology of these fishes in vivo, as it has been shown that surface fish undergo higher lipid breakdown while cavefish synthesize more lipid and surface fish have an increased innate immune response compared to cavefish^5,7,21^.

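Leaving out each library in turn, between 19 and 27 of the lipid catabolism genes were higher in SFL, and between 5 and 7 of the complement and coagulation genes. The median log2 fold change was 0.82 over the lipid catabolism list and 0.50 over the complement and coagulation list. Besides the genes in Fig. 4d, the lipase genes lipf (ENSAMXG00000007738) and pnpla3 (ENSAMXG00000029618) were among those higher in SFL, with log2 fold changes of 3.78 (SE 0.19, limma adjusted p = 5.06e-05, 0.00077 with the replicate block) and 2.97 (SE 0.38, limma adjusted p = 0.00178, 0.00585 with the block). lpl (ENSAMXG00000034956), also a lipase gene, went the other way, with a log2 fold change of -2.51 (SE 0.45, limma adjusted p = 0.00654, 0.00544 with the block). The file gives the symbol lipf to a further gene, so the assignment of reads to the copies is uncertain. Of the immune genes, cfd (ENSAMXG00000038575) rose from 9.48 ± 3.49 TPM (SD, n = 3) in CFL to 68.9, 184 and 981 TPM in the SFL libraries, and c5 (ENSAMXG00000007634) from 0.777 ± 0.175 to 11.9 ± 8.01 TPM, with limma adjusted p of 0.0096 and 0.00314 (0.0103 and 0.00544 with the block). From the lipid catabolism and immune genes and terms higher in SFL, the paper reasons that the lines reflect the fish in vivo. It cites earlier work that showed more lipid breakdown and stronger innate immunity in surface fish and more lipid synthesis in cavefish. Of 39 tested sterol and fatty acid synthesis genes, another of the 10 lists, 6 were higher in SFL and only scdb in CFL. That list holds fads2 and scdb, which the paper describes as breaking down fat. Its median log2 fold change was 0.80. The direction varied between libraries, with SFL above CFL in 37 genes for replicate 1, 30 for replicate 2 and 11 for replicate 3. The list therefore does not show higher expression of lipid synthesis genes in CFL.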

**Figure 4:**
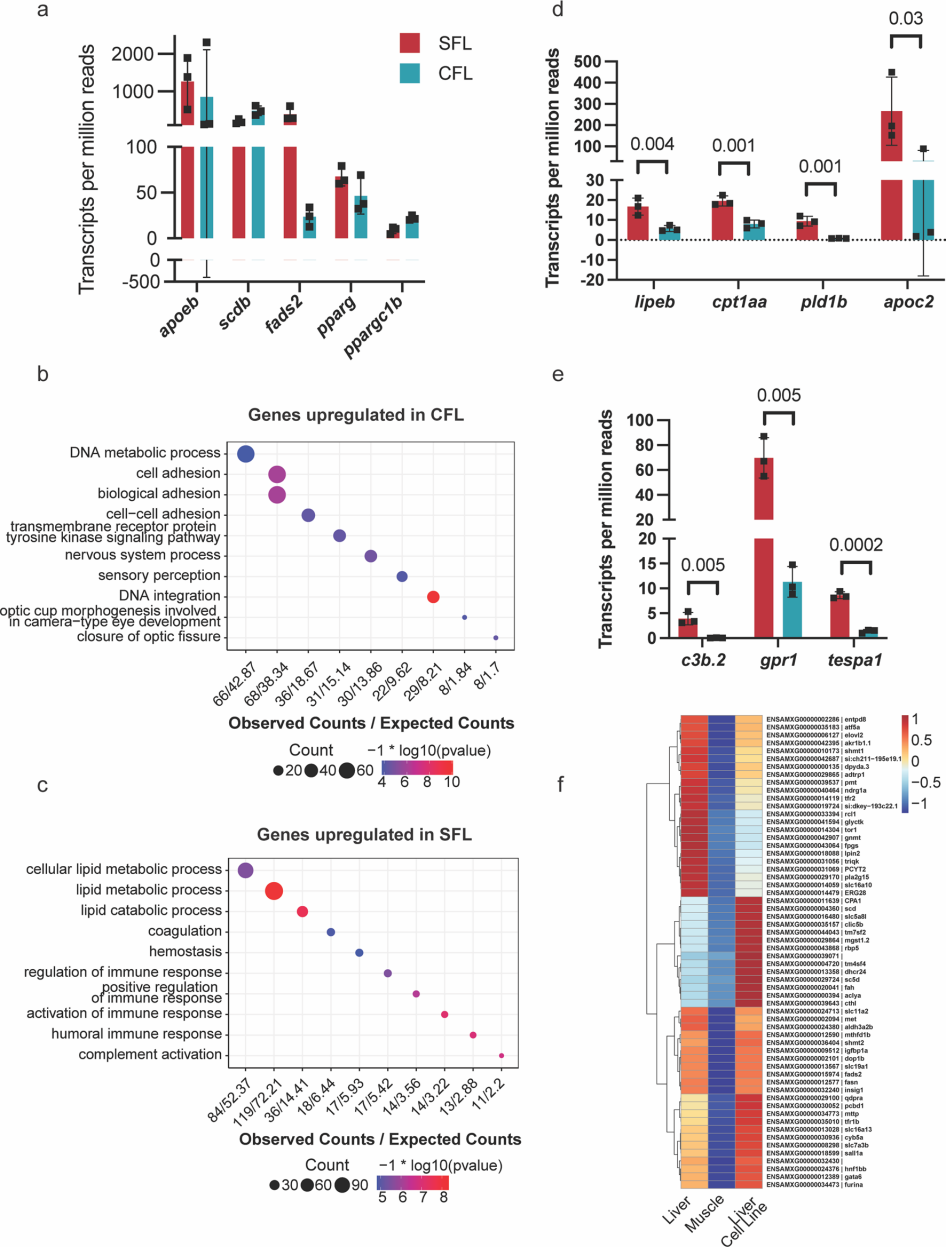
(**a**) Expression levels for key liver metabolism genes. (**b**) GO terms enriched among genes upregulated in SFL vs CFL. (**c**) GO terms enriched among genes downregulated in SFL vs CFL. (**d**) Genes belonging to ‘lipid catabolic process’ that are upregulated in SFL. (**e**) Genes belonging to ‘activation of immune response’ that are upregulated in SFL. The bar graphs represent standard deviation around mean values. (**f**) Heatmap depicting average gene expression levels of genes that are not expressed in the muscle but are expressed in both liver tissue and liver cell lines. p-values were calculated using a two-tailed Student’s *t* test.

Surprisingly, we also observed enrichment of GO terms seemingly unrelated to liver physiology among genes upregulated in CFL. These were related to the nervous system and eye development. We were curious to know why such GO terms would be enriched in a liver-derived cell line. A closer examination of the genes comprising these GO terms revealed pleiotropic genes that were involved not just in eye or nervous system development, but rather genes expressed in multiple tissues involved in many other processes as well. We observed that many of these genes such as *sox11b* (under ‘closure of optic fissure’) are transcription factors high up in the hierarchy involved in many physiological processes. 

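sox11b (ENSAMXG00000001703) was at 13.5, 5.35 and 6.07 TPM in CFL replicates 1, 2 and 3 and at 0.86, 1.14 and 3.75 TPM in SFL replicates 1, 2 and 3. Every CFL library was above every SFL library, with a log2 fold change of -1.70 (SE 0.46, adjusted p = 0.0291 from limma). With the replicate number as a block its adjusted p was 0.0514. It passed the threshold for adjusted p in 9 of 16 alternative settings, and in 1 of the 6 fits that each left out a library, where the log2 fold change went from -2.12 to -1.33.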

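arl6 (ENSAMXG00000035902) was at 12.1 ± 1.91 TPM (SD, n = 3) in CFL and 5.84 ± 1.31 TPM (SD, n = 3) in SFL, and the CFL libraries were all above the SFL libraries. Its log2 fold change was -0.95 (SE 0.22, adjusted p = 0.0166 from limma, 0.0338 with the replicate block), so its adjusted p passed the threshold and its fold change on the log2(TPM + 1) scale stayed under 2. With a pseudocount of 0.1 the log2 fold change was -1.05 (limma, adjusted p = 0.0145), which passes both thresholds.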

Another example is *arl6*, a gene that causes Bardet-Biedl Syndrome 3 that leads to defects not only in sensory and visual perception but is also related to obesity (https://omim.org/entry/600151#description). Hence, we believe, that some of the GO term enrichments could partly be the result of incomplete annotation of *Astyanax* gene function. Hence, we focused only on GO terms that we can infer the relevance in this tissue/cell type (Fig. 4a,d,e), however, it is tempting to speculate that some of the pleiotropic genes that we found to be differentially expressed in the liver may be involved in the eye loss phenotypes characteristic of cavefish^30^.

Next, we intended to compare the cell line gene expression to gene expression in vivo. To that end we first generated a set of liver specific marker genes, by generating bulk RNA-seq data for skeletal muscle tissue and compare expression to previously published bulk transcriptome data from liver tissue^4^. This set of genes was then compared to the cell line transcriptome data to annotate a gene list that expresses in the liver tissue and cell lines but not in the muscle (Fig. 4f, Supplementary Table 1). 

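Supplementary Table 1 lists 53 genes, and the TPM of the 6 cell line libraries in it were the same as in the deposited table. The skeletal muscle and liver tissue libraries were not analysed here. All 53 genes had at least 1 TPM in each SFL library, and 48 of them had at least 1 TPM in each CFL library. With a limit of 0.2 TPM there were 51 genes detected in all 6 libraries, and with 5 TPM there were 40. The mean over the 6 libraries went from 16.4 to 2238 TPM, with a median of 76.95 TPM. The paper chose these genes partly for high expression in the cell lines, and the TPM are from the same libraries. The detection counts and means were therefore largely set by that choice and are no test of expression in the lines. Only gata6 (ENSAMXG00000012389) and slc5a8l (ENSAMXG00000016480) were below 1 TPM in all CFL libraries. gata6 was listed at 0 in CFL replicates 1, 2 and 3, and at 31.6, 30.1 and 47.7 TPM in the SFL replicates. slc5a8l was at 0.07, 0.15 and 0.38 TPM in CFL and at 130, 84.0 and 247 TPM in SFL.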

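scd (ENSAMXG00000004360), the stearoyl-CoA desaturase gene, was at 87.9, 218 and 239 TPM in CFL replicates 1, 2 and 3 and at 2051, 263 and 185 TPM in SFL replicates 1, 2 and 3. Its log2 fold change of 1.48 (SE 0.91, adjusted p = 0.245 from limma, 0.295 with the replicate block) was within the spread of the SFL libraries. It was 0.41 without SFL replicate 1 and -0.05 with the later passages alone, which leave out CFL replicate 1 as well. fasn (ENSAMXG00000012577) was at 86.7 ± 6.91 TPM (SD, n = 3) in CFL and 355 ± 238 TPM (SD, n = 3) in SFL, with a log2 fold change of 1.82 (SE 0.43, adjusted p = 0.0179 from limma, 0.0285 with the block). Its adjusted p was over the threshold in the 3 fits that each left out a CFL library. lpin2 (ENSAMXG00000018088) did not differ beyond the spread of the libraries, at 16.0 ± 2.32 TPM (SD, n = 3) in CFL and 17.2 ± 2.55 TPM in SFL (log2 fold change 0.10, SE 0.19, adjusted p = 0.714 from limma, 0.778 with the block). hnf1bb (ENSAMXG00000024376) was higher in CFL, at 193 ± 25.4 TPM (SD, n = 3) against 7.26 ± 5.01 TPM in SFL (log2 fold change -4.76, SE 0.48, adjusted p = 0.000688 from limma, 0.00164 with the block).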

Many of these genes belong to liver metabolism pathways such as *scd, fatty acid synthase* (*fasn*),* fads2, lipin 2* (*lpin2*) *and hepatocyte nuclear factor 1bb* (*hnf1bb*). *lpin2* is involved in triglyceride metabolism; *hnf1b* is essential for liver development and mutations in it cause diabetes in humans^31^. This gene set is a useful resource for many downstream studies using these cell lines and provides a proof of active metabolic pathways in these cell lines (Supplementary Table 1).

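Of the 53 genes, 20 were higher in SFL and 7 were higher in CFL at the thresholds for all tested genes, and 26 were not called. With the adjustment over the 53 genes alone, 22 were higher in SFL and 7 in CFL. The counts were again 20 and 7 with the replicate number as a block. Leaving out each library in turn, 17 to 21 genes were higher in SFL and 5 to 10 in CFL. The median over the genes of the list was 59.9 TPM in CFL and 86.9 TPM in SFL.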

### SFL and CFL can be used for generating transgenics

Through the availability of robust gene editing techniques, it has become possible to easily generate gene knockouts in cell lines. Furthermore, cell lines provide an efficient platform for protein overexpression for the study of cell biology and to perform biochemical assays. Thus, to maximize the utility of these cell lines, we tested their ability to be transfected/electroporated. We transfected CFL with a plasmid that expresses GFP under the CMV promoter. We attained good success with transgene expression using electroporation with Lonza nucleofection in CFL (Fig. 5). Furthermore, to aid in generation of stable cell lines, we performed kill curves to determine the minimum concentration of G418 needed to kill untransfected cells without affecting the transfected cells. Concentrations ranging from 0 to 1200 μg/ml were tested. We observed complete cell death with 600 μg/ml concentration. These experiments show that the cell lines can be transfected using standard transfection protocols and will increase the utility of these cell lines to study liver metabolism in cavefish.

**Figure 5:**
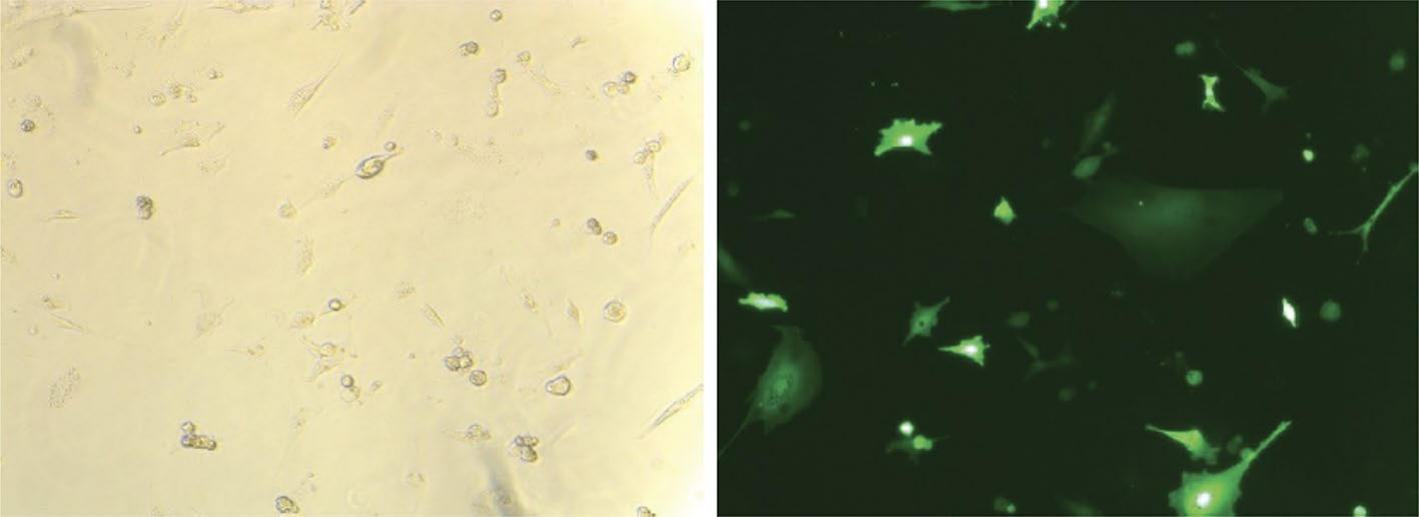
Brightfield and fluorescence images of SFL electroporated with pMaxGFP plasmid.

## Conclusions

In this study, we have generated the first in depth characterized cell lines from *Astyanax mexicanus*. These liver derived cell lines are adherent and have epithelial/endodermal-like morphology and are easily maintained and sub-cultured in standard tissue culture conditions. The cells express liver enzyme alanine aminotransferase as well as many other key liver metabolism genes. The energy metabolism parameters mirror the in vivo liver physiology of these fish. We also show that these cells are amenable to electroporation that further enhances their utility as in vitro models. The cell lines thus serve as excellent in vitro systems to study and elucidate metabolic features governing the adaptation of cavefish to nutrient poor cave habitats.

## Supplementary Information

Supplementary Figures.

Supplementary Legends.

Supplementary Table 1.

## Data Availability

Original data underlying this manuscript can be accessed from the Stowers Original Data Repository at http://www.stowers.org/research/publications/libpb-1676. The RNA-seq data can be found at GEO accession number GSE195950.

# Supplementary material for: Liver-derived cell lines from cavefish Astyanax mexicanus as an in vitro model for studying metabolic adaptation
**Source:** Sci Rep. 2022 Jun 16;12:10115. doi: 10.1038/s41598-022-14507-0
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplementary figures**

**Supplementary Figure 1**: The graphs depict the standard curves for determining ALT enzyme activities using standard colorimetric assay.

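A standard curve relates the colour formed in the assay to known amounts of the reaction product, and the ALT activity of a cell sample is read from it. The enzyme activities in Table 1 were not analysed here.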

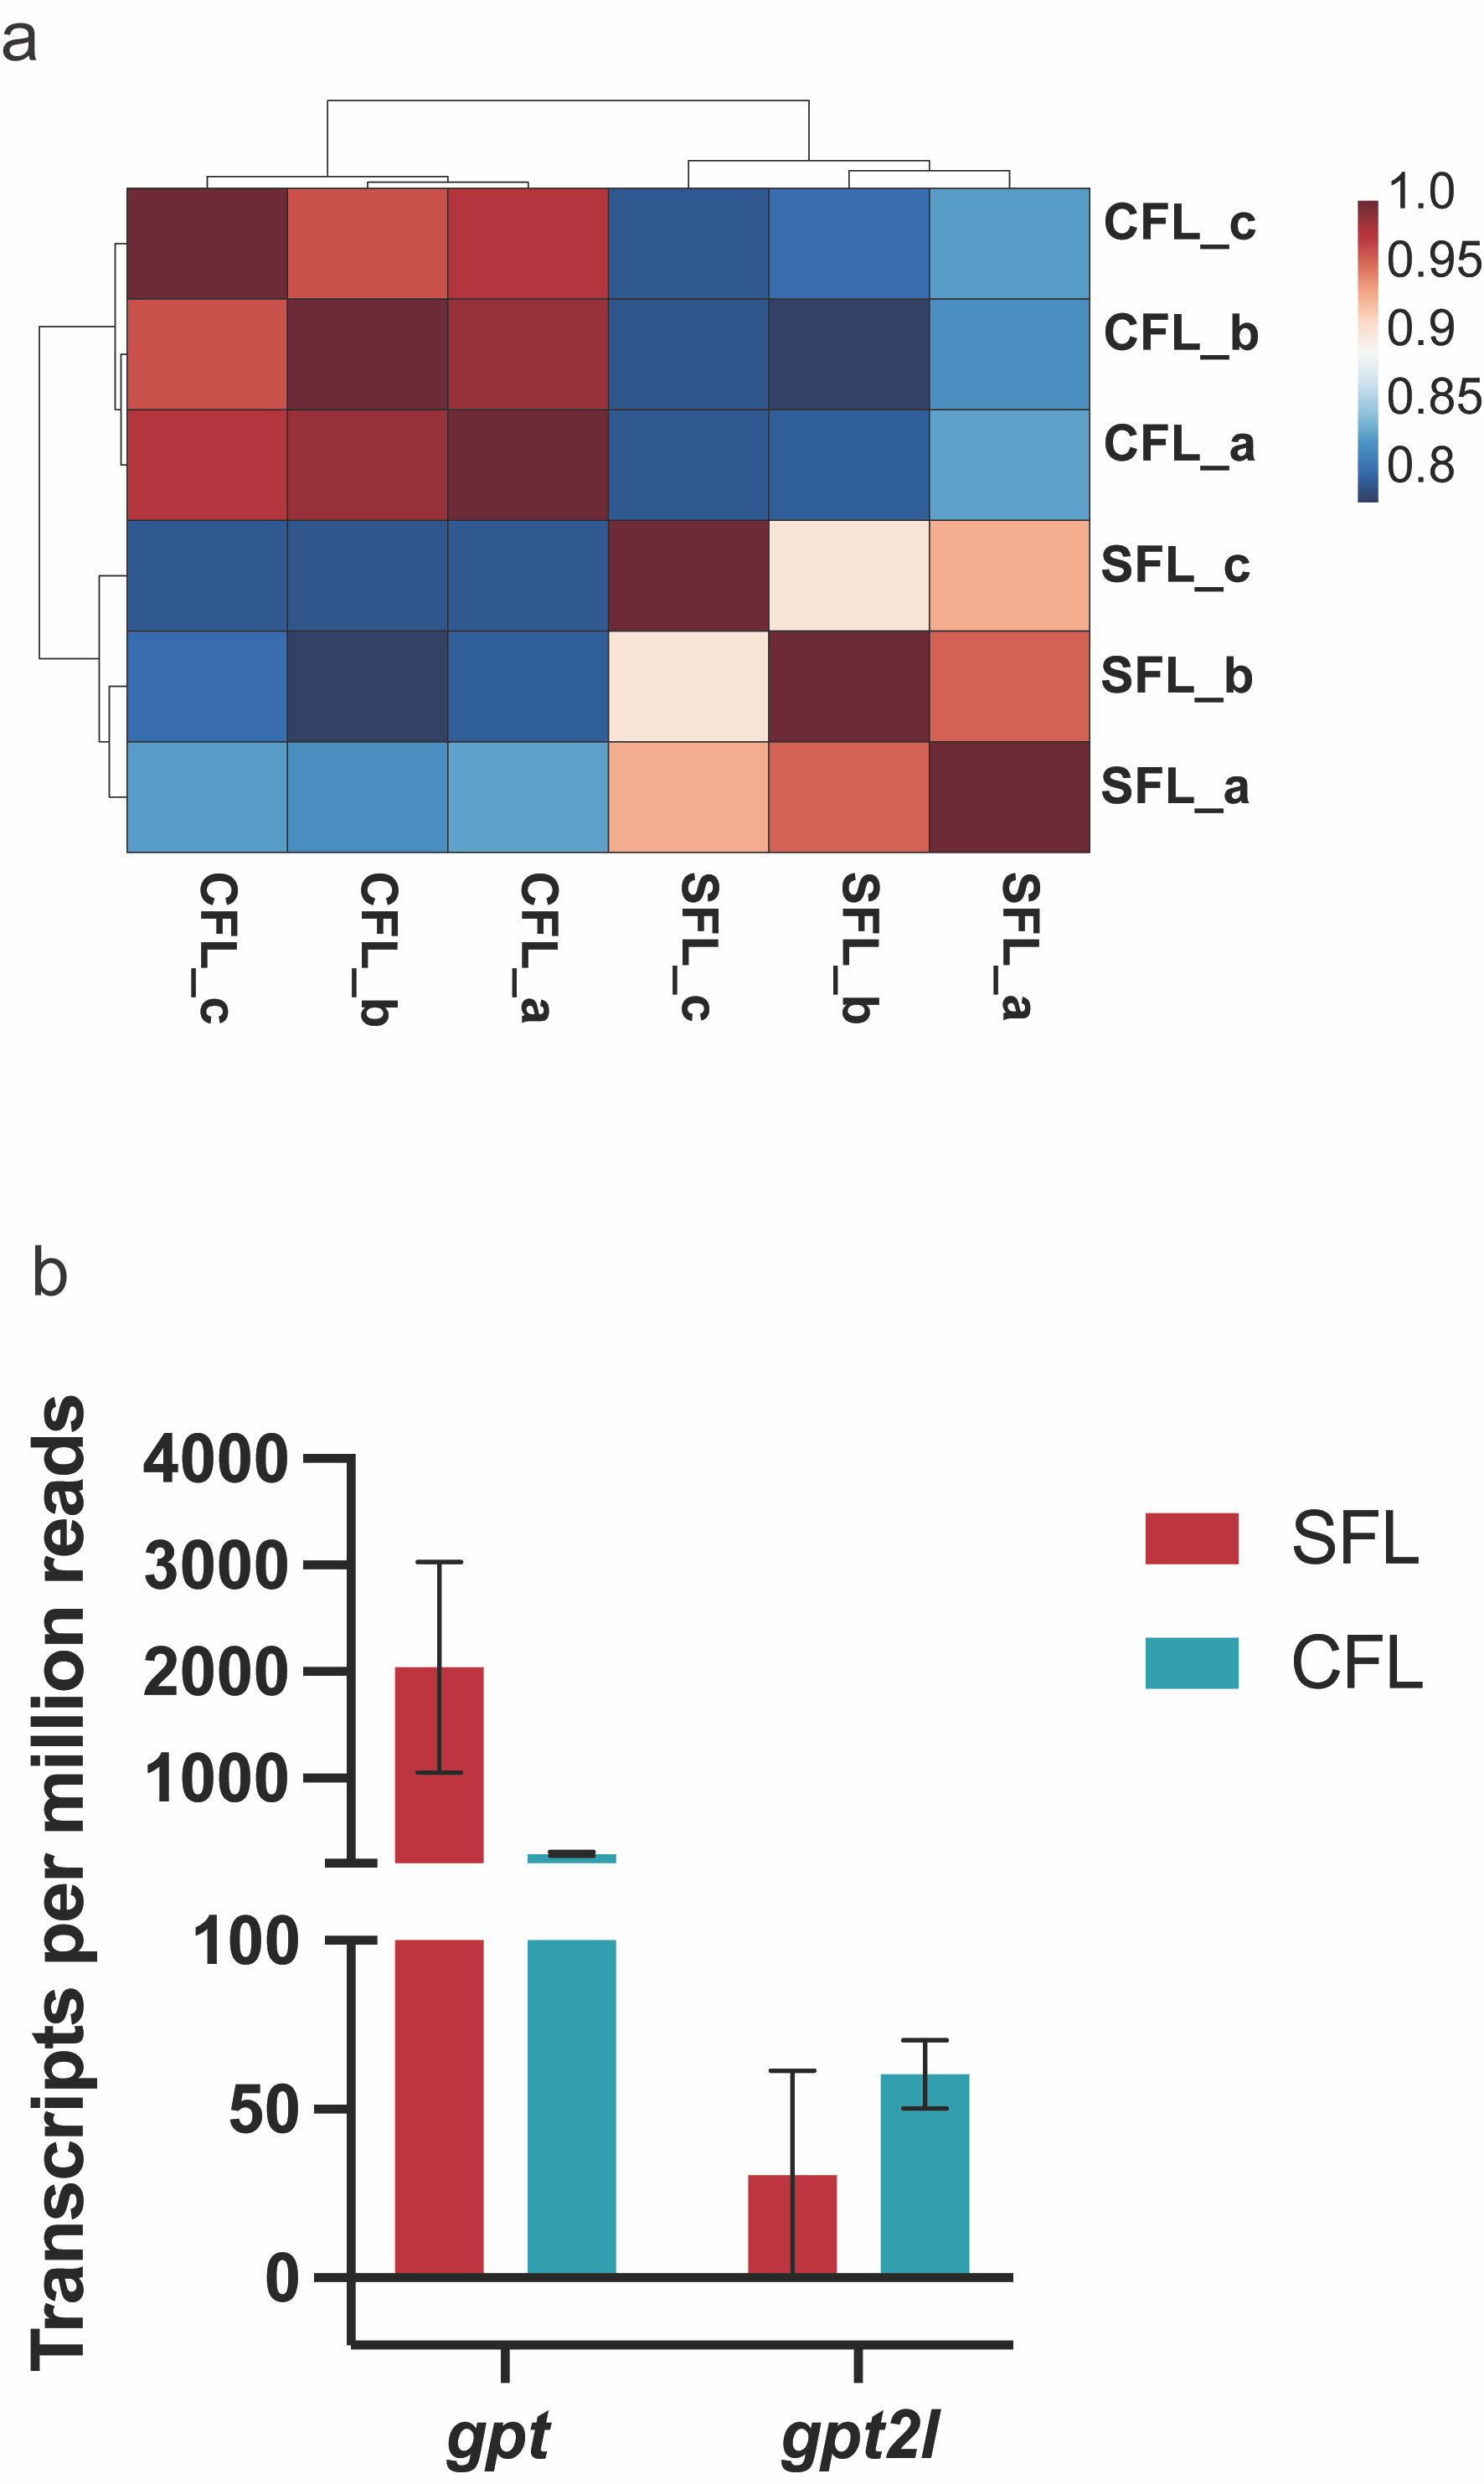

**Supplementary Figure 2**: (a) Spearman correlation coefficient heatmap for all cell line transcriptomes. (b) The graph shows expression levels of ALT genes (annotated as Glutamic--Pyruvic Transaminase or *gpt* on Ensembl).

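A Spearman coefficient compares the ranking of genes by expression in a pair of libraries, so it does not change with the scale of the values.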

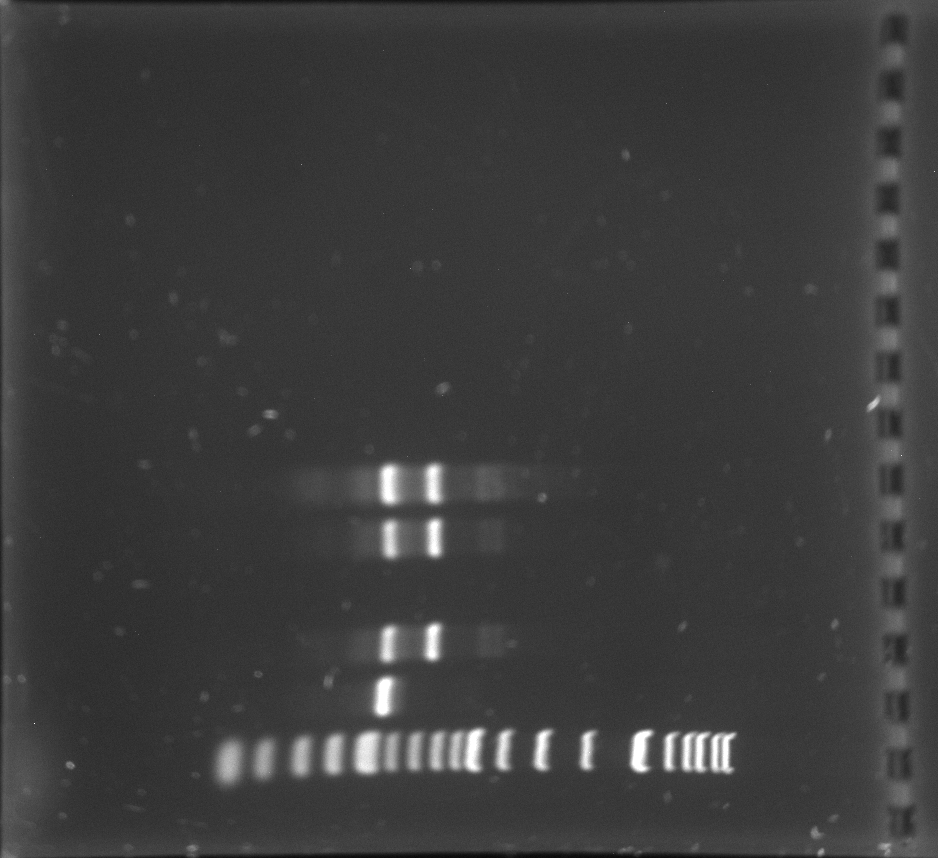

**Supplementary Figure 3:** Original picture for the agarose gel represented in Figure 2d (from left to right: muscle derived Pachón cells (not part of this study); liver derived Pachón cells; empty; male Pachón; female Pachón;

1 kb plus DNA marker).

# Supplementary material for: Liver-derived cell lines from cavefish Astyanax mexicanus as an in vitro model for studying metabolic adaptation
**Source:** Sci Rep. 2022 Jun 16;12:10115. doi: 10.1038/s41598-022-14507-0
**Supplement:** Supplementary file 2 — Supplementary Legends.

**Liver cell line marker genes**

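In the supplementary table each gene of the list has its Ensembl identifier, name and description, followed by its TPM in the liver and muscle libraries and in the cell line libraries, and by summary columns for the tissues and the cell lines. For fads2, for example, the mean over the 6 cell line libraries computed from the deposited TPM was 207.3, and the paper's reported mean is 207.29.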

The supplementary table 1 give the expression levels of the genes represented in the heatmap in Figure 4f which collectively make the marker genes for the *Astyanax* cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

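Gene expression was measured by bulk RNA-seq in 6 libraries, 3 of SFL and 3 of CFL. Condition, replicate and passage were taken from the sample labels and the replicate names of Supplementary Table 1. The methods describe RNA from adult liver and muscle tissues, while the results, the library names and the passages describe the cell lines, and the libraries were treated as cell line libraries. The authors aligned single reads with STAR to a UCSC genome of Astyanax mexicanus, whose assembly the paper's text does not name, with Ensembl gene models. They then estimated the abundance of each gene with RSEM, and the values the authors deposited are TPM per gene in each library, with no scaling between libraries stated. TPM holds no counts, so the depth of each library is unknown, the count test the authors ran with edgeR could not be repeated, and no counting error, interval or detection floor is given. All columns of values were matched to a library.

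From the TPM, log2(TPM + 1) was computed for the 18489 genes with at least 0.2 TPM in at least 1 library. The filter follows the paper's, which was on CPM. The lines were compared with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, without a block, and p-values were adjusted with the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and a fold change of 2 or more were called. Fold changes on this scale understate the change of genes with low TPM. Genes that are at 0 in all libraries of a line are reported as listed at 0. Of 76 ribosomal protein genes, 0 were at 0 in all libraries. Tables and exact tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

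The replicate numbers come from the library names, in which replicate 1 of each line is the earlier passage. Because the libraries of a line were taken as cultures of 1 clone, same-numbered libraries were compared with and without the replicate number as a block. Passage as a covariate and the later passages alone were tried as well. The lines differ in passage number, so passage and line cannot be separated across lines. No sequencing batch is stated in the labels.

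Lists of gene symbols for 10 categories (among them lipid catabolism, complement and coagulation, glycolysis, oxidative phosphorylation, hepatocyte genes and sterol and fatty acid synthesis) were compared with the called genes by two-sided Fisher's exact tests, against all 14147 tested genes with a symbol, and with the camera test of limma. They stand in for the GO analysis, whose gene-to-GO assignments were not used here. The sterol list was written after Supplementary Table 1, which holds the TPM of 53 genes in the same libraries, had been read. The lipid catabolism list and the complement and coagulation list hold genes that the paper names as higher in SFL. Genes named in the text are those the paper names for its RNA-seq results, gdf6b, the 5 genes with a symbol and the largest log2 fold change in each direction among called genes whose lines do not overlap, the marker genes below 1 TPM in all libraries of a line, and called members of the gene lists. The gene pax6a was chosen after its values were seen. The sample mapping, the test designs, the other gene lists, this rule and the alternative settings were fixed before the data were examined, apart from the TPM of the 53 genes in Supplementary Table 1.

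The alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter of at least 1 TPM in at least 3 libraries, median-ratio scaling, quantile normalization, no trend, the replicate block, passage as a covariate, the later passages alone, each library left out, no fold threshold, an adjusted p of 0.01, the test of limma against a fold change of 2 (treat), the camera test for the lists, and other gene filters, Pearson's r and other detection levels for the descriptive values.

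The limma step was tested on simulated data of 17783 genes with 200 changed genes, of which 82% were called, and 4.1% of all calls were unchanged genes. The changes put in were well over the fold threshold and left out genes with low TPM, and noise was normal and independent between genes. In the real data 3810 genes were called, so these shares check the code and are not the power or error rate there. The list test was run on 1000 random lists of 60 genes drawn from 14147 genes, of which 3.9% had p under 0.05, and on 1000 lists loaded with called genes, of which 100% did. The chromosome test was run on 8248 genes, where 0 chromosomes were called after shuffling, and a shift of 0.585 put into 1 chromosome was measured as 0.623.

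For neighbourhood along chromosomes, gene symbols were matched to the AstMex3_surface assembly. It was used only for names and for which genes lie together, since the assembly behind the TPM is not named. Of the genes with at least 1 TPM in all libraries and a symbol used once, 88.7% were matched.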

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

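The results below are large signals in genes, or groups of genes, that the paper does not discuss. The test of the paralog of pax6a was chosen before its result was seen. For the chromosome shifts, the comparison with other splits of the libraries was chosen only after the shifts were seen, as were the criterion for the 2 parts of a chromosome and the limits used to judge the tests.

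The 5 genes with a symbol that rose most in CFL were isg15, slc1a4, crabp2b, lepa and ENSAMXG00000034797. Their means in CFL were 256, 205, 228, 177 and 163 TPM, and no SFL library was above 1.33 TPM for any of them. Of the genes that rose most in SFL, fabp11a had a mean of 23200 TPM there, nppal 503 TPM, mdkb 471 TPM, tesca 143 TPM and crip1 318 TPM. The means of nppal, mdkb and crip1 cover a wide spread. In SFL replicates 1, 2 and 3, nppal was at 386, 214 and 909 TPM and mdkb at 114, 1226 and 72.2 TPM. crip1 was at 85.1, 348 and 522 TPM in the same libraries. No CFL library was above 1.69 TPM for the genes that rose most in SFL, except for fabp11a. It was at 1.64, 1.48 and 59.4 TPM in CFL replicates 1, 2 and 3. All of the genes named for CFL and for SFL were past the threshold for limma's adjusted p in each of the 16 alternative settings. 4 genes in the table carry the symbol isg15, all 4 were higher in CFL, and reads may be divided between them, so the level of each is uncertain. The highest of these adjusted p was 0.0269, for mdkb with the later passages alone (limma). These genes were chosen for their size, so their size is no test of it. Because each line was taken as 1 clone, the difference between surface fish and cavefish cannot be told apart from a difference between clones. No biological explanation was tested for these genes.

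pax6a was at 93.3, 74.9 and 87.6 TPM in CFL replicates 1, 2 and 3 (mean 85.2 TPM) and listed at 0 in all SFL libraries. It is a transcription factor gene best known from eye, brain and endocrine pancreas, and it was chosen after its values were seen. Reads shared with its paralog pax6b are unlikely to be the source, because pax6b did not follow pax6a (the test of reads shared with the paralog pax6b gave a highest pax6b TPM in CFL of 0). Whether cells of another type in CFL carry the gene was not settled, so the signal cannot be told apart from such cells, or from a change in gene regulation of the clone.

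Genes on the same chromosome shifted together between the lines. Over 8248 genes placed on 25 chromosomes by symbol, the median log2 fold change of a chromosome relative to the other genes went from -0.717 to 0.583. Chromosome medians spread more (SD 0.264) than after shuffling genes over chromosomes (permutation p = 0.0001, the smallest that 10000 permutations can give). In 16 chromosomes the shift had a permutation q under 0.05, with 6 lower and 10 higher in SFL, and all 16 shifted the same way in 6 of 6 libraries. On the lowest chromosome 89.2% of genes went in its direction, and 26.6% were called higher in CFL, against 5.9% of all placed genes. On the highest, 22.5% were called higher in SFL, against 9.7%. The paper reports extra chromosomes in CFL and a normal number in SFL (Fig. 2c). It suspected B chromosomes among the extra ones, detected them in CFL by PCR (Fig. 2d) and describes such chromosomes as mainly non-coding. How many of the extra chromosomes are B chromosomes is not known, so the number alone does not show a gain of the 25 chromosomes placed here. A gain of whole chromosomes among these 25 in CFL is a candidate explanation. Such a gain would make the genes of the gained chromosomes lower in SFL. The shifts are relative to the other genes, so it would also make chromosomes that were not gained look slightly higher in SFL, and the sign of the small positive shifts (0.099 to 0.2) does not speak against it. The largest positive shifts were 0.484 and 0.583. The last is near the 0.585 that 3 copies against 2 would give if expression followed copy number, but in SFL, the line with the normal number. In the direction that a gain in CFL predicts, the largest shift, -0.717, was beyond that size. The other negative shifts with q under 0.05 went from -0.379 to -0.141, short of it. If copy number of whole chromosomes were the source, the shift would also hold along a chromosome. Both parts of a chromosome had medians of the same sign in 14 of the 16, and in 7 each part had its own permutation p under 0.05. A part holds fewer genes, so a higher p in a part does not show that the shift is absent there. In 1 chromosome the parts had medians of -0.258 and 0.945 and in another 0.50 and -0.325, which may reflect changes of parts of chromosomes, or a difference in gene order between the assemblies. The SD of the medians was 0.262 after median-ratio scaling and 0.268 after quantile normalization. Scaling to 1000000 applies 1 factor to all genes of a library, which cannot shift chromosomes against each other, so the median-ratio test could not have come out otherwise. In the splits of the 6 libraries into 3 and 3, 1 of 10 gave chromosome medians that spread as much, the real split, and the largest SD in the others was 0.109. With 10 splits the share cannot go below 0.1 whatever the data, so by this test the pattern cannot be told apart from a chance division of the libraries, a limit set by the number of libraries and not by the values. Copy number and length or GC content of the genes were not measured, so the pattern cannot be told apart from a change in copy number, and it remains a hypothesis.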

How the results depend on the processing

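With the replicate block, 2122 genes were higher in SFL and 1634 in CFL, and 3665 of the 3810 genes were called again. Scaling left the share of called genes higher in SFL between 49.1% (quantile normalization) and 56.9% (TPM as deposited), with 51.8% after median-ratio scaling. The median log2 fold change of all tested genes was 0.07 as deposited, 0.01 and -0.019 under those scalings. Without a fold threshold, 3610 genes were higher in SFL and 2808 in CFL. The treat test gave 638 and 538 genes, and a pseudocount of 0.1 gave 2492 genes higher in CFL, against 1642 with a pseudocount of 1. The cause of the last difference was not tested. The other settings stayed within 1.5 times the counts reported. With the later passages alone 2577 of the 3810 genes were called again, and the 6 fits that each left out one replicate gave 1716 to 2257 genes higher in SFL and 1278 to 1744 in CFL. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real one. The other 9 gave 0 called genes, with 57 to 504 genes at an unadjusted p under 0.05, against 8590 in the real split. Only 4 of the 10 part all same-numbered pairs, and the 3 others of these gave 57 to 504 genes at an unadjusted p under 0.05. The remaining 6 part 1 pair. With 10 splits the share cannot fall below 0.1.

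The lipid catabolism list kept its direction and its side of the threshold for Fisher's exact test in all alternatives, with 18 to 27 genes higher in SFL. So did the hepatocyte list, with 7 to 13 genes higher in SFL. The complement and coagulation list had 5 genes higher in SFL and p = 0.393 (Fisher's exact test) with no filter, and from 5 to 7 genes in the fits that each left out one replicate, with p over 0.05 in 4 of the 6. The oxidative phosphorylation list, with fewer genes higher in SFL than other genes, had 4 genes and p = 0.108 (Fisher's exact test) with no filter, 5 genes and p = 0.0728 with passage as a covariate, a camera p of 0.712, and from 3 to 8 genes with one replicate left out, the 8 without SFL replicate 3 (p = 0.344). For the glycolysis list, the camera test of limma went the other way, towards SFL, with p = 0.946, where Fisher's exact test gave 0.376. For the sterol and fatty acid synthesis list the camera test gave p = 0.0147, where the count of 6 genes gave p = 0.445 (Fisher's exact test), and with one replicate left out from 3 to 7 genes were higher in SFL, in 3 of the fits fewer than among other genes. The cause of these changes was not tested. The counts of marker genes higher in SFL (20) and in CFL (7) and of marker genes detected (48) stayed within 1.5 times in all alternatives.

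The lowest rho within a line was 0.934 over genes with at least 0.2 TPM in at least 1 library, 0.902 over genes with at least 1 TPM in at least 3 libraries, 0.960 as Pearson's r of log2 values, and from 0.946 to 0.960 with one replicate left out. The highest rho between lines was 0.837, 0.779, 0.915 and from 0.879 to 0.888 in the same order. The lowest within a line stayed above the highest between lines in these 3 settings.

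For 45 named genes, 718 values were computed under alternatives. Of these, 675 kept their direction and their side of the threshold for adjusted p, 33 (in 9 genes) kept the direction with adjusted p no longer past the threshold, 3 became significant and 7 (in 4 genes) changed direction. The genes that changed direction were not past the threshold as reported. gpt2 was at -0.36 as reported and went from -0.62 to 0.12 with one replicate left out. scd was at -0.048 with the later passages alone. lpin2 was at -0.046 with quantile normalization, -0.102 with the later passages alone and from -0.015 to 0.201 with one replicate left out. apoc1 went from -0.80 to 1.29 with one replicate left out. The genes ppargc1a and c9 were removed by the stricter filter and have no value there. With the replicate block sox11b was no longer past the threshold, with an adjusted p of 0.0514 (from 0.00952 to 0.163 over all its alternatives). The unknown depth limits the values of genes near 1 TPM, such as gpt2l and c3b.2, whose counting error is not known.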

Differences from the paper's values

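The number of genes downregulated in SFL was 1642, against the paper's 2472. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a pseudocount of 0.1 (2492 genes), a pseudocount of 0.5 (1986), median-ratio scaling (1821), quantile normalization (1916), without SFL replicate 2 (1677), without SFL replicate 3 (1744) and with no fold threshold (2808). It was not with no filter, the stricter filter, no trend, the replicate block, passage as a covariate, the later passages alone, the other replicates left out, the treat test or an adjusted p of 0.01. The number of genes upregulated in SFL was 2168, against the paper's 2791, within 1.5 times. It was not within 1.5 times with quantile normalization (1851), the later passages alone (1698), the treat test (638) or an adjusted p of 0.01 (1554). Nor was it without CFL replicate 1 (1769), 2 (1716) or 3 (1856). In the other alternatives it was.

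Supplementary Fig. 2b shows gpt2l at about 30 in SFL and about 60 in CFL, read by eye. The deposited table gave 0.83 TPM in SFL and 1.48 TPM in CFL, so the mean was lower in SFL in both. The legend of the figure names no unit, and its values were set beside TPM here. A difference of unit was not tested and could account for the gap of gpt2l. For gpt the figure shows about 2000 in SFL and about 300 in CFL. The table has no gene under the symbol gpt, and gpt2, set beside it here, was at 19.1 TPM in SFL and 22.5 TPM in CFL, so whether both are the same gene is not known. The figure has gpt higher in SFL, while gpt2 did not differ between the lines. None of the alternatives set before the data were examined that change a mean TPM (median-ratio scaling, the later passages alone, a replicate left out) closed these gaps. In Fig. 4a, d and e the means of pparg, lipeb, cpt1aa, gpr1 and tespa1 read by eye did not differ from the table's in either line.

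Supplementary Fig. 2a, read by eye from its colours, has a lowest rho within a line of about 0.89 and a highest rho between lines of about 0.83, against 0.946 and 0.888 here. The alternatives set before the data were examined did not bring either to the figure's value. The nearest were 0.902 within a line, over genes with at least 1 TPM in at least 3 libraries, and 0.837 between lines, over genes with at least 0.2 TPM in at least 1 library.

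The paper lists arl6 among genes upregulated in CFL. Its log2 fold change was -0.95 here (limma adjusted p = 0.0166), under the fold change of 2. It passed both thresholds with a pseudocount of 0.1 (-1.05), a pseudocount of 0.5 (-1.005), median-ratio scaling (-1.03), quantile normalization (-1.05), without CFL replicate 1 (-1.07) and without SFL replicate 3 (-1.10). With no fold threshold it is called on its adjusted p alone.

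The paper's text names ppargc1a among genes expressed in both lines. It was at 0.27 TPM in CFL and 0.117 TPM in SFL, while ppargc1b, which Fig. 4a plots, was at 22.2 and 8.98 TPM. The paper names lpin2 among the genes of its marker list, and Fig. 4f shows it, but it is not among the 53 genes of Supplementary Table 1. The legend of Fig. 4 gives the terms for genes upregulated in SFL as panel b and those downregulated as panel c, while the titles in the panels are the other way round. The paper reports enrichment of complement and immune terms in SFL. The complement and coagulation list had an adjusted p of 0.097 over 10 lists, and it passed that family's unadjusted threshold in each alternative but no filter and the fits without CFL replicate 1, 2 or 3 or SFL replicate 2.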

Other observations

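In this part, the tests of mixing, of the gata6 reads, of gdf6a and of the earlier passage were chosen only after the results they bear on had been seen, and so were the limits used to judge the tests.

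The apolipoprotein genes apoeb, apoc1 and apoc2 were far higher in CFL replicate 3 than in the other CFL libraries, while apol1 was not (2.24, 2.41 and 2.11 TPM in CFL). apoeb was 17.9 times, apoc1 22.9 times and apoc2 31.2 times the mean of CFL replicates 1 and 2, and fabp11a 38.1 times. SFL RNA mixed into CFL replicate 3 would raise other SFL genes as well. Over 38 genes with at most 0.2 TPM in CFL replicates 1 and 2 and at least 20 TPM in SFL, CFL replicate 3 reached a median of 0.05% of the SFL mean (highest 1.95%), while apoeb reached 182.4% and fabp11a 0.26%. Mixing is therefore unlikely to be the source of the apoeb rise. What differed in CFL replicate 3 remains open, and a change in culture state or a subset of cells could each give such a rise, and neither was tested. It is 1 library, and CFL replicate 2 was taken at the same passage.

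Sterol and fatty acid synthesis genes spread widely within both lines. Of 39 tested genes of the list, 35 were highest in SFL replicate 1 among the SFL libraries, and 35 were highest in CFL replicate 3 among the CFL libraries. The median log2 difference of replicate 1 from replicates 2 and 3 was 2.12 in SFL and -1.37 in CFL, against -0.087 and 0 over all genes. SFL was above CFL in 37 genes for replicate 1, 30 for replicate 2 and 11 for replicate 3. A culture state shared by the earlier passage of both lines would move replicate 1 the same way in both, and it did in 5 of 39 genes, so that explanation is unlikely. Sterol genes are regulated by the lipids in the medium, and feeding state or density of the single cultures may be the source, which was not tested. The line difference of scd, which was positive with all libraries, became -0.05 with the later passages alone.

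gata6 was listed at 0 in all 3 CFL libraries and was at 31.6, 30.1 and 47.7 TPM in SFL. If cave alleles failed to map to the reference, Pachón liver would be near 0 too. In the paper's Supplementary Table 1, Pachón liver has 8.45 to 19.68 TPM (3 libraries) and surface liver 5.34 to 13.12 TPM (3 libraries), so a failure to map is unlikely to be the source. A deletion in the CFL clone, loss of the cells that carry gata6, or silencing could each give this, and none was tested. In all, 23 genes were listed at 0 in every CFL library with at least 5 TPM in every SFL library, and 28 the reverse.

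gdf6b, which the paper uses as the gene of the B chromosome, was at 2.59, 1.80 and 1.43 TPM in CFL and 0, 0 and 0.06 TPM in SFL (log2 fold change -1.51, SE 0.16, limma adjusted p = 0.0009, and 0.00534 with the replicate block). The paralog gdf6a had at most 0.02 TPM in CFL, so reads shared with gdf6a are unlikely to be the source. Transcripts of gdf6b in CFL and not in SFL would be consistent with the paper's PCR result for a B chromosome in CFL, but TPM cannot tell from which copy of gdf6b the transcripts come.

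The paper measures more glycolysis in CFL and slightly less oxygen consumption. The glycolysis list did not differ between the lines, with 5 of 42 tested genes higher in CFL (11.9% against 7.7% of the others, Fisher's exact test, p = 0.376, 0.251 with the replicate block) and 6 higher in SFL. Of 97 tested oxidative phosphorylation genes, 4 were higher in SFL (4.1% against 11.5%, Fisher's exact test, p = 0.0232, 0.0227 with the block, 0.058 adjusted over 10 lists) and 4 higher in CFL. After adjustment over the 10 lists, neither list differed at 0.05. The measured metabolism itself was not analysed here.

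Hepatocyte genes were higher in SFL for 9 of 31 tested genes (29.0% against 11.4%, Fisher's exact test, p = 0.00627, 0.0209 adjusted over 10 lists, 0.00526 with the block, camera p = 0.034), and in CFL for 2. Of 55 listed genes of this kind, 14 had at least 1 TPM in all SFL libraries and 8 in all CFL libraries. Of 10 tested biliary genes, 6 were higher in SFL (Fisher's exact test, p = 0.000306, 0.00153 adjusted) and 3 in CFL (p = 0.0367, 0.271 adjusted). Unlike Fisher's exact test, the camera test of limma gave no shift of this list between the lines (p = 0.204). No other alternatives were run for the list. The genes higher in SFL were krt4, krt8, krt18a.1, krt18b, anxa4 and hnf1ba, and those higher in CFL were hnf1bb, sox9a and spp1. hnf1ba and hnf1bb thus went in opposite directions, and the list does not show either line to be the more biliary. Each line was taken as 1 clone, so these differences are between clones as well as between surface fish and cavefish.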
